A study of Homo sapiens with 12 samples. Its data were reported in "Enhanced efficacy of sitravatinib in metastatic models of antiangiogenic therapy resistance" (2019).

How the data were processed

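RNA of 12 cultures of human breast cancer cells was measured on Illumina human expression BeadChips, in 4 groups of 3: P, M, SuR and LTW. Per the labels, 1 array was hybridised per culture with biotin-labelled cRNA, and the submitters' processing notes name GenomeStudio 2011.1. Signals deposited by the authors are intensities, with a mean bead signal per gene symbol without normalization between arrays. Beside each signal the authors deposited a detection p-value against the negative control beads of that array. The authors also deposited a quantile-normalized table of log2 values without background subtraction, made with a tool not given in the sources used here. The series matrix holds the same log2 values as the authors' table, with a largest difference of 0 for all but 8 genes absent by name. The 12 detection p-value columns of the normalized table were not used.

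Groups were taken from the sample titles. All tests used the deposited signals. The 92 ERCC control entries, 2 of them above background on any array, were left out of the tests, which left 34594 genes. Signals had already been averaged over the probes of a gene, so rules that choose among probes could not be applied, and the column headers name no slide. Genes are given by the symbols of the table, of which 21064 matched a current gene symbol. Current names of some are GAGE1 for GAGE4, SPANXB1 for SPANXB2, ADGRF5 for GPR116 and CXCL8 for IL8. No genome coordinates are given because no genome build applies to the table.

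Background was corrected with the normexp model of limma 3.58.1 in R 4.3.3, with version 1.17.8 of data.table. Its negative-control distribution was inferred from detection p-values. Of these, 81.0% fell on steps of 1 over 770, so 770 negative controls per array were assumed, and the median signal at each step over the 27495 entries on the steps on all arrays gave the distribution. Background means ran from 100.2 to 125.9 and SDs from 5.94 to 9.39. An offset of 16 was added, arrays were quantile normalized, and values were log2 transformed. A gene counted as above background on an array at a detection p-value under 0.01, and genes above background on at least 3 of 12 arrays were tested, 12690 in all. Detection p-values of genes with several probes appear to combine probes, though how was not given, and 114 genes had a mean level of at least 8 without passing on any array. On each array 31.1% to 34.2% of genes passed, 8921 passed on all arrays and 18943 on none. The number of arrays limits the precision: the median SE of a change was 0.141.

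The comparisons were SuR against P, LTW against SuR, LTW against P, M against P and SuR against M. Each was a contrast of group means in a single limma fit of all 12 arrays (lmFit and eBayes, two-sided), with 8 residual and 4.63 prior degrees of freedom. P-values were adjusted by Benjamini-Hochberg over all genes tested. A gene was called changed at an adjusted p under 0.05, and larger changes also had an absolute log2 change of at least 1. The 2 criteria, the comparisons, the lists, the rule for named genes and the alternatives were chosen before the data were examined, except where the closing text says otherwise. Reading the negative controls off the steps was chosen after the table was seen to hold genes in place of probes. In simulated data for SuR against P, made with the spread of these arrays, 200 of 12690 genes were changed. Of these, 36% with a change of 0.5, 84% with 1 and 100% with 2 were called. Where far more genes change, as in the data, the adjusted threshold is less strict, so these shares do not give the sensitivity there.

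Named genes were the 10 highest and 10 lowest changes in SuR against P and in LTW against SuR, and the 5 highest and 5 lowest in each other comparison. They had to be called with a larger change, be above background on all 3 arrays of at least 1 group, and not overlap between groups. Symbols that begin with LOC or HS. and open reading frame names were passed over. From each list described, up to 4 members with the largest absolute change were added, with MET, AXL, EPHA2 and EPHA3 whatever their values. Some genes that this rule selects are not reported here. Kinase genes beyond these, HLA class II genes and figure genes outside this rule were chosen after their values were seen. A fold marked "at least" applies where 1 group had no array above background and lay under the lowest such level, and is computed with that group's levels raised to the lowest level above background among single-step genes of each array.

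Of 29 gene lists, 25 had at least 5 tested genes in the data and were tested. They cover tyrosine kinases and their ligands, drug response, stress, metabolism, cell cycle and markers of other cell types. The list test was camera with a preset correlation between genes of 0.01, adjusted over the 25 lists per comparison, with the value for an estimated correlation beside it. No list passed with an estimated correlation in any comparison. Fry, which tests whether a list's genes move on balance in a direction without comparing them with other genes, was an alternative. The count of kinase genes was adjusted over all genes and over the list alone.

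For withdrawal, the genes with larger changes in SuR against P were counted as back when LTW against SuR was called in the opposite direction, and as still called when LTW against P was called in the same direction. Counts were set beside 20 simulated sets with the observed spread. Alternatives were the authors' table, the series matrix, no background correction, an offset of 50, median scaling, other detection filters, fits of the 2 groups alone, replicate number as a block, array weights, a trended robust prior, an unpaired test of each gene alone with and without correction (the study's methods name an unpaired test for 2 groups, and its use on each gene and the correction were added here), and leaving out each replicate in turn. The labels pair no arrays. In the data, same-numbered arrays deviated from their group means with correlations across genes of 0.278 to 0.405 between SuR and LTW and 0.125 to 0.227 between P and M, so numbers were taken to pair the arrays in LTW against SuR and M against P only. Arrays with different numbers also deviated together, M replicate 2 and LTW replicate 1 at 0.567, so shared deviations do not follow the numbers alone. The tests reported used no block in any comparison, and the block was an alternative. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.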

Results

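Gene expression was measured on 12 Illumina BeadChip arrays, 1 for each of 12 cultures of human breast cancer cells in 4 groups of 3. P is the reference, titled parental cells. M is titled metastatic LM2-4 and carries the variant label LM2-4, a variant of the MDA-MB-231 breast cancer line. SuR is LM2-4 made resistant to sunitinib, an inhibitor of VEGF, PDGF and related receptor tyrosine kinases. SuR came from metastatic lesions of treated mice and was then kept in 5 µM sunitinib for more than 6 months. LTW is the resistant cells after more than 6 months without the drug. The labels of P differ, since the title names LM2-4 and the variant label names MDA-MB-231, so a difference from P can include one between these lines.

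Median signals per array ran from 106.7 to 135 and inferred background means from 100.2 to 125.9. Between 10773 and 11819 of 34594 genes per array lay well above background, and 12690 genes were tested. Levels are log2 intensities given as mean ± SD (n = 3 per group), and changes are log2 differences ± SE. With 3 arrays a group, p-values measure only the spread between these arrays, which may be technical. The first 3 principal components held 47.2%, 23.7% and 10.5% of the variance. Correlations across genes, which are not independent replicates, were 0.986 to 0.993 between arrays of a group and 0.930 to 0.980 between arrays of different groups. Where 1 group had no array above background and lay under the lowest level called above background, "at least" marks a fold computed against that level.

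SuR against P sets the resistant cells beside the reference that the series design names. Among the most raised genes in SuR against P were cancer-testis antigens of the GAGE family, which are normally made in the germ line. GAGE4 stood at 11.96 ± 0.14 in SuR and 4.47 ± 0.06 in P, a change of 7.49 ± 0.11 and at least 111-fold (adjusted p = 2.25e-13). GAGE12G, GAGE12J, GAGE12C, GAGE5, GAGE12H, GAGE12I, GAGE12B and GAGE2A rose by amounts from at least 31.0-fold (GAGE2A) to at least 106-fold (GAGE12G), and GAGE2B rose 57.6-fold. These copies are nearly identical, so their probes may not tell them apart. KISS1, which codes for a metastasis suppressor peptide, fell from 12.51 to 5.49, a change of -7.02 ± 0.14 and 130-fold (adjusted p = 9.86e-13).

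Other deep falls in SuR were those of MSLN, which codes for mesothelin (at least 35.9-fold), the adhesion receptor gene GPR116 (at least 41.1-fold) and AIF1L (48.1-fold, with detection passed on no SuR array). ARMCX2 fell from 9.83 ± 0.09 to a level that was above background on no SuR array. SPANXC, SPANXB2, SPANXA2 and SPANXE, of a second cancer-testis family with near-identical copies, fell by 5.11 to 5.74. In M, without the drug, these genes were lower still, at -5.86 to -8.70 against P. In SuR against M, SPANXA2 was higher by 3.18, SPANXB2 by 3.23 and SPANXC by 1.66. After withdrawal, in LTW, the SPANX genes named were above background on no array. CD74, the invariant chain of HLA class II, fell from 9.55 ± 0.15 to 4.36 ± 0.07, at least 18.9-fold. Part of the falls of MSLN, GPR116 and AIF1L from P was already present in M, without the drug. Against M, SuR changed by -1.34 for MSLN, -1.58 for GPR116 and -3.42 for AIF1L. ARMCX2 and CD74 were above background on no M array.

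Of the 12690 genes, 2937 were higher and 2834 lower in SuR at an adjusted p under 0.05, and 577 and 661 of these changed by at least 1 log2 unit. Arrays of SuR and P did not overlap for 7191 genes (56.7%, where chance gives 10%) nor for any of the 1238 larger changes. Quantile normalization holds the median of all genes near 0. With median scaling the median change of all genes was 0.22, against 0.01 with quantile normalization, and there were 1483 larger changes, 70.7% of them higher in SuR against 46.6% with quantile normalization. No larger change took the opposite sign under any scaling tried, and changes are given relative to the median gene. The count of larger changes was 436 in the authors' normalized table, which has no background subtraction.

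**Figure D1:**
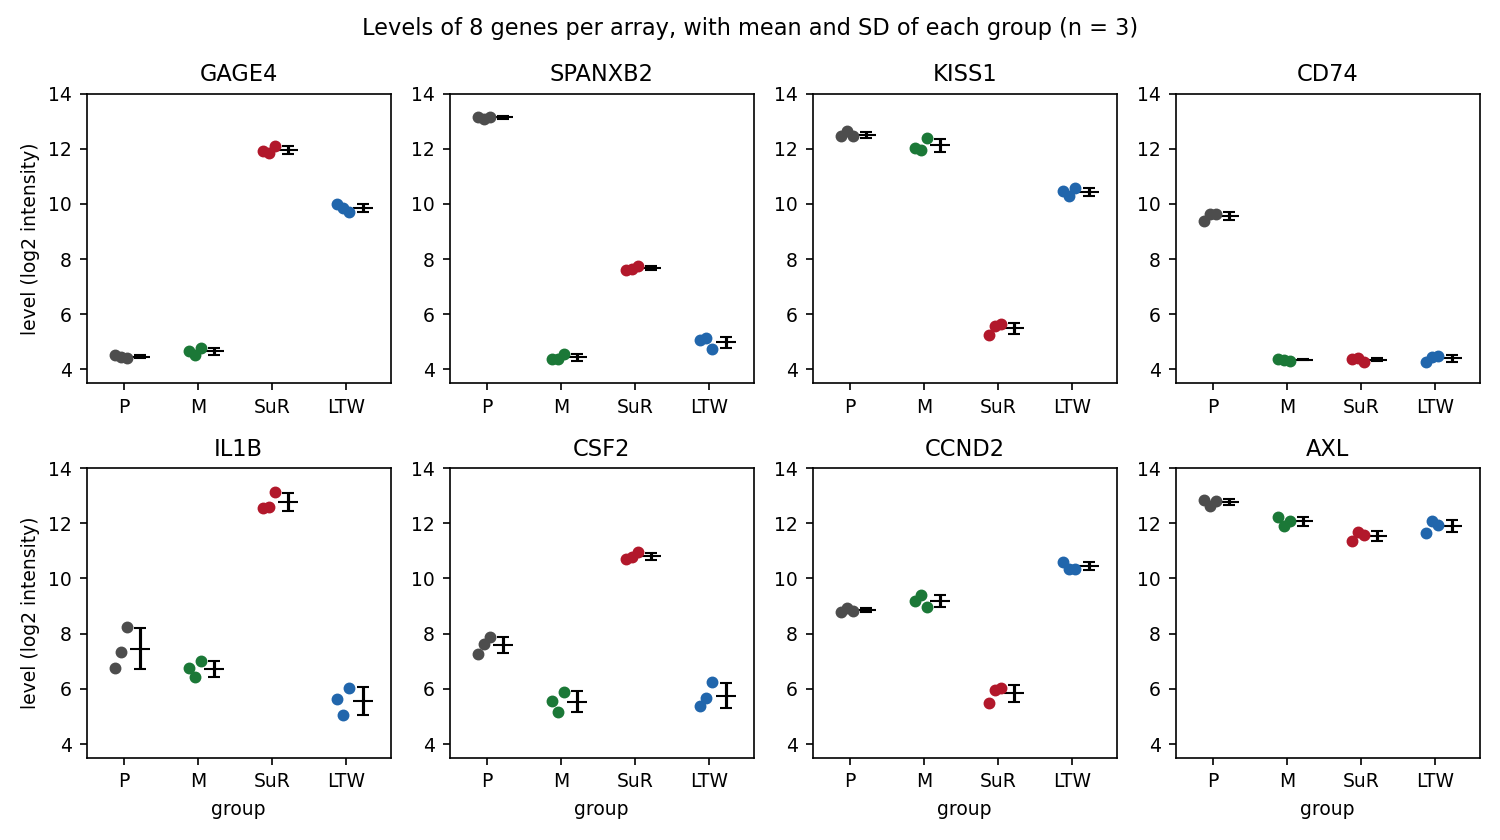
Log2 intensity of 8 genes on each of the 12 arrays, by group, with bars for the group mean and SD (n = 3). GAGE4 is high in SuR and LTW, SPANXB2 and CD74 are highest in P, KISS1 and CCND2 are lowest in SuR, and IL1B and CSF2 are highest in SuR.

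The study asks whether tyrosine kinase genes, including targets of the multikinase inhibitor sitravatinib, are higher in resistant cells. It reported several of them raised, with much variation between cell lines. Its evidence included western blots of total and phosphorylated protein, where MET and AXL were most often raised or activated. The values here are RNA alone. AXL, a receptor tyrosine kinase, stood at 11.54 ± 0.18 in SuR and 12.76 ± 0.11 in P, 2.33-fold lower (-1.22 ± 0.14, adjusted p = 1.68e-05). MET, the HGF receptor, did not pass the test at 8.98 ± 0.16 against 9.16 ± 0.12 (adjusted p = 0.472), nor did the ephrin receptor EPHA2 at 9.56 ± 0.11 against 9.79 ± 0.23 (adjusted p = 0.443). EPHA3 was above background on 1 SuR array and 0 P arrays and was not tested.

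Of 90 tyrosine kinase genes listed, 34 were tested, and 5 rose, 12 fell and 17 were not called in SuR against P. Adjusted over the list alone, 7 rose and 13 fell. PTK6, a cytoplasmic kinase, rose 2.39-fold (1.26 ± 0.14) and YES1, of the SRC family, rose by 1.00 ± 0.16. EGFR stood at 9.18 ± 0.10 in SuR and 8.00 ± 0.33 in P (adjusted p = 4.51e-05), though its detection p-value passed on no array of either group. In M, without the drug, EGFR stood at 8.85 to 9.09, so much of its difference from P was already present there. PDGFRB, a sunitinib target, changed by -1.37 ± 0.19 and TYRO3 by -0.80 ± 0.12, and ERBB3 fell at least 1.76-fold. CSF1R, the other sunitinib target tested, changed by -0.22 (adjusted p = 0.346).

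Among 22 receptor kinases 2 rose and 11 fell (adjusted over the list alone, 3 and 12), and the list test gave adjusted p = 0.0848. Among 12 cytoplasmic kinases 3 rose and 1 fell (adjusted over the list alone, 2 and 1; list test adjusted p = 0.405). Of 28 genes in the sitravatinib target families 9 were tested, and none of these rose and 6 fell (adjusted over the list alone, 0 and 6; list test adjusted p = 0.0558). Of 2 sunitinib targets 1 fell, and of 3 ephrin ligands 2 fell (adjusted over the list alone, 0 rose and 3 fell), EFNA1 by 1.15 and EFNB2 by 0.38. Median scaling gave 9 raised kinase genes in place of 5, and asking for detection on at least 6 arrays gave 3. In M against P, without the drug, none of the 9 sitravatinib family genes rose and 3 fell (list test adjusted p = 0.0874), and both sunitinib targets fell. In SuR against M none of the 9 rose and 3 fell (list test adjusted p = 0.478), while 1 sunitinib target rose and none fell.

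**Figure D2:**
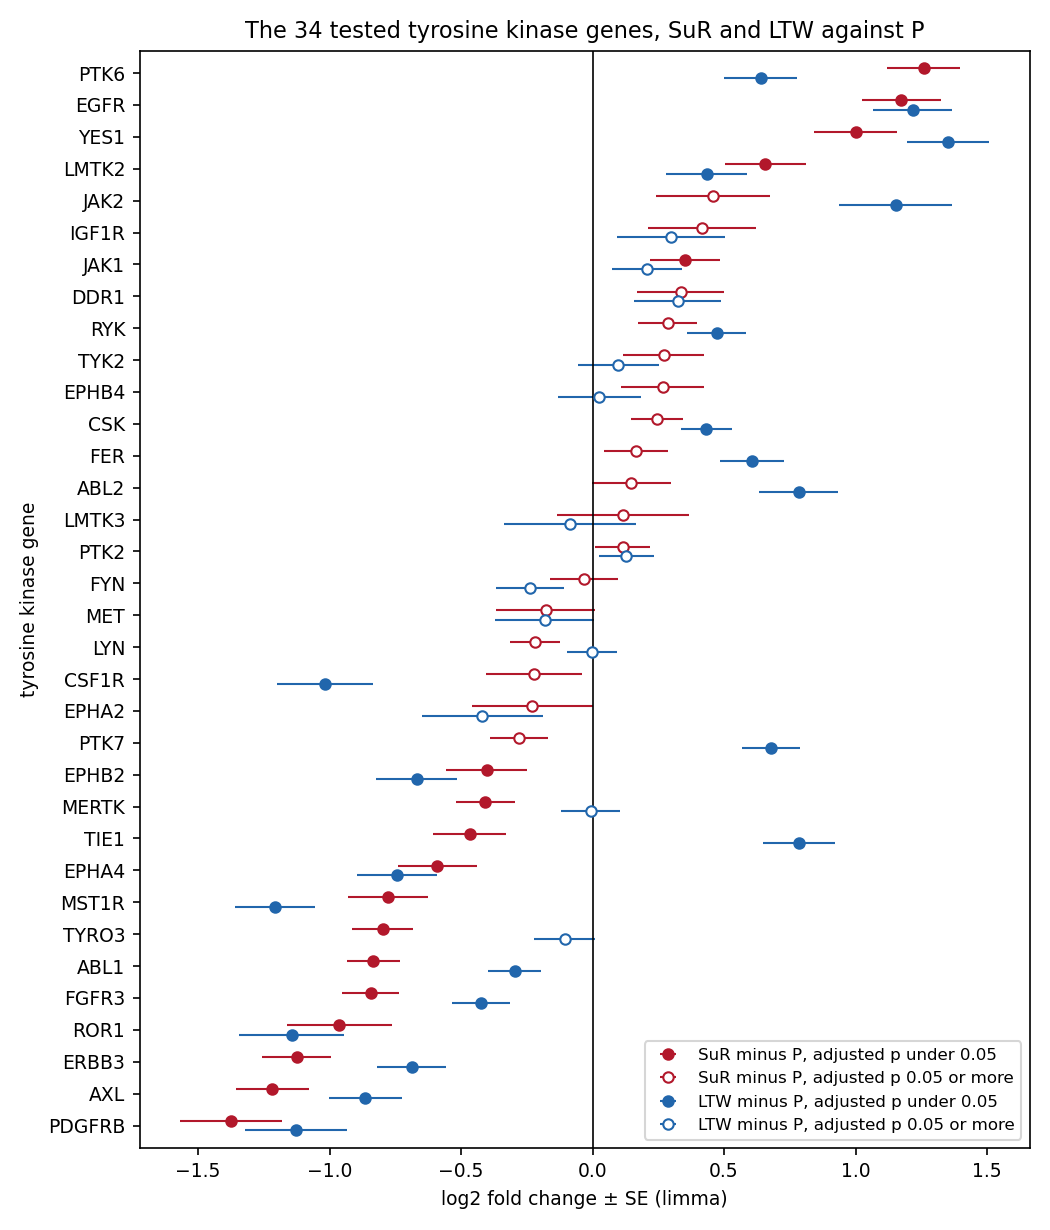
Log2 change ± SE of the 34 tested tyrosine kinase genes in SuR against P (red) and LTW against P (blue), with filled points for an adjusted p under 0.05. In SuR against P 5 genes rose and 12 fell, and in LTW against P 11 rose and 10 fell.

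Cell cycle and DNA replication genes were lower in SuR than in P. Of 47 tested, none rose and 37 fell (adjusted over the list alone, 1 and 37), among them the replication licensing factor CDT1 (-2.05 ± 0.29), the kinetochore gene CENPF (7.88 against 9.87), GINS2 (-1.87 ± 0.12) and MCM10 (-1.85 ± 0.19). The list test gave adjusted p = 6.91e-11, and adjusted p = 0.248 with an estimated correlation. Of 5 cyclin-dependent kinase inhibitors, CDKN1C rose by 1.01 and CDKN1A by 0.77, while CDKN1B and CDKN2C fell by 0.52 and 0.30 (adjusted p = 0.608 for the list).

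Cholesterol synthesis and uptake genes also fell: of 24 tested none rose and 12 fell, and adjusted over the list alone the counts were the same. They included IDI1 (-1.46 ± 0.15) and TM7SF2 (-1.34 ± 0.12). The list test gave adjusted p = 0.00141, and adjusted p = 0.205 with an estimated correlation. Of 15 epithelial markers 3 rose and 8 fell (adjusted over the list alone, 3 and 8), with adjusted p = 0.0348, and adjusted p = 0.48 with an estimated correlation. KRT19 fell 13.5-fold (-3.76 ± 0.13), KRT7 changed by -2.91 ± 0.23 and KRT8 by -2.64 ± 0.12, while the hair keratin gene KRT81 rose by 2.54 ± 0.14. The epithelial call was lost without P replicate 2 (adjusted p = 0.0554) and with replicate number as a block. A fall from P was also present in M, without the drug, where none of the 15 epithelial markers rose and 11 fell. Against M, the epithelial list in SuR pointed up and was not called (7 rose, 4 fell, list test adjusted p = 0.228).

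Genes of the senescence-associated secretome, mostly cytokines and proteases, went both ways in SuR against P. Of 32 tested 16 rose and 9 fell (adjusted over the list alone, 17 and 9), and the list test gave adjusted p = 0.209. The inflammatory cytokine gene IL1B rose from 7.45 to 12.78 ± 0.33, 40.0-fold (5.32 ± 0.33), IL1A rose 11.4-fold (3.51 ± 0.24) and CSF3 at least 8.63-fold (3.80 ± 0.18). CCL2, a monocyte attractant, fell 15.5-fold (-3.96 ± 0.15). The median over the 32 genes, each centred on its mean over the arrays, was 0.87 on SuR replicate 3 against 0.34 and 0.43 on the other SuR arrays. That array also had the lowest median of the cell cycle list, -0.63 against -0.32 and -0.38.

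Other lists passed no list test in SuR against P. Of 37 interferon-stimulated genes 10 rose and 13 fell (adjusted over the list alone, 11 and 13; list test adjusted p = 0.624), with BST2 down at least 13.6-fold and GBP2 up by 1.60 ± 0.22. Of 13 genes of MHC class I presentation 6 rose and 1 fell in both adjustments (list test adjusted p = 0.0672), with HLA-B up by 1.05 ± 0.17. Of 26 ATF4 and unfolded protein response genes 10 rose and 4 fell in both adjustments (list test adjusted p = 0.209), TRIB3 up by 1.13 and the chaperone HSPA5 down, a change of -0.96. Of 14 genes linked to lung metastasis of MDA-MB-231 variants 7 rose and 5 fell (adjusted over the list alone, 7 and 6; list test adjusted p = 0.631), with PTGS2, which codes for COX-2, up 26.9-fold (4.75 ± 0.20) and the decoy receptor gene IL13RA2 up at least 8.77-fold. Of 17 growth factor ligands 7 rose and 5 fell in both adjustments (list test adjusted p = 0.608), with CSF1 up at least 5.71-fold and PGF up 6.08-fold.

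Markers of other cell types were read because SuR came from lesions in mice. Host cells of such lesions would be mouse cells and the arrays carry human probes. These values therefore cannot decide whether host cells remained. Of 13 mesenchymal markers 3 rose and 5 fell (adjusted over the list alone, 5 and 5; list test adjusted p = 0.608), with SNAI2 up by 2.23 ± 0.17 and S100A4 changed by -2.38 ± 0.15. Of 7 leukocyte markers 2 rose, LCP1 39.1-fold (13.04 against 7.75) and LAPTM5 by 0.91, with a median change of -0.02, a mean of 0.84 and a list test upward (adjusted p = 0.405). Of 8 endothelial markers 4 rose and 3 fell (adjusted over the list alone, 4 and 4; list test adjusted p = 0.939). All 3 fibroblast and pericyte markers tested fell, CSPG4 by 1.92, and of 3 adipocyte markers CFD rose by 0.78 while FABP4 fell by 2.17 and LPL at least 1.05-fold.

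**Figure D3:**
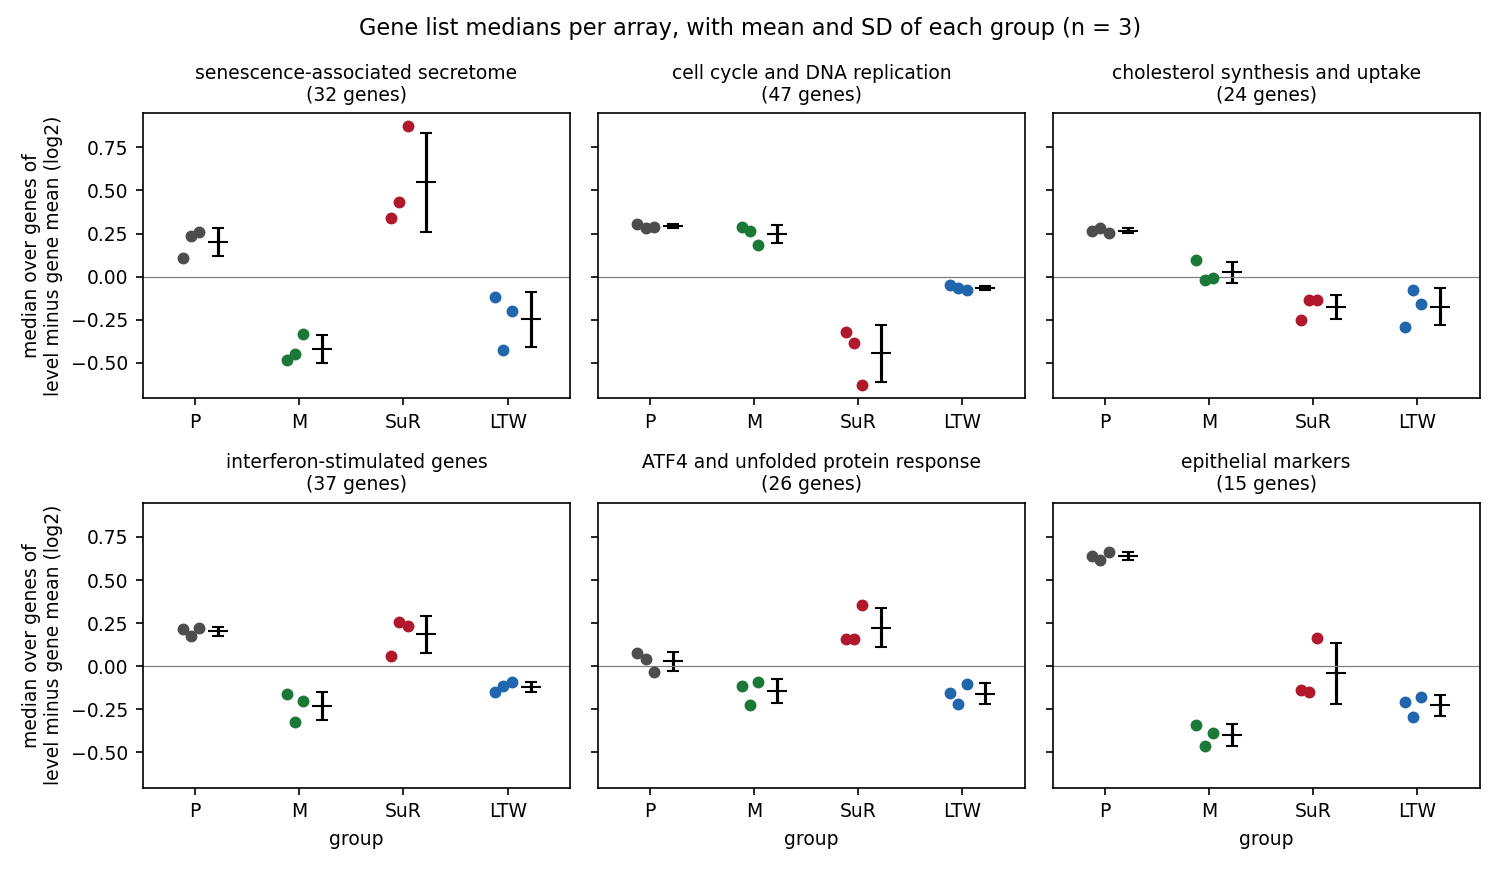
Median over the genes of 6 lists of the log2 level minus the gene's mean over the 12 arrays, per array, with bars for the group mean and SD (n = 3). Cell cycle genes are lowest in SuR, from -0.63 to -0.32, and secretome genes are highest there, from 0.34 to 0.87.

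The series asks what long withdrawal of sunitinib does to resistant cells. The inflammatory cytokine gene IL1B had the deepest fall in LTW against SuR, and went from 12.78 ± 0.33 to 5.56 ± 0.49, 148-fold lower (-7.21 ± 0.33, adjusted p = 2.23e-08). CSF2, which codes for GM-CSF, fell 33.1-fold, PTGS2 28.9-fold, PAEP 18.0-fold, the neutrophil attractant IL8 12.8-fold, CST2 11.7-fold, the collagenase MMP1 11.2-fold, GAGE2A 9.37-fold and IL1A 9.28-fold. CSF3 fell 9.97-fold, to a level above background on 1 of 3 LTW arrays. KISS1 rose from 5.49 to 10.45, 31.0-fold (4.95 ± 0.14, adjusted p = 8.45e-10), and CCND2, which codes for cyclin D2, from 5.84 to 10.44, 24.3-fold (4.60 ± 0.16). DCLK1 rose 12.3-fold and NMU 5.09-fold, and CDC42EP5 (6.74-fold) and ZNF467 (5.09-fold) rose from levels above background on 1 of 3 SuR arrays. ESM1 rose at least 5.67-fold, CADM1 at least 4.13-fold and SERPINB7 at least 4.30-fold. AIF1L rose to 8.59 ± 0.10 from a level above background on no SuR array.

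In LTW against SuR, 1370 genes were higher and 1220 lower, with 140 and 179 larger changes. The groups did not overlap for 4495 genes (35.4%, where chance gives 10%) nor for any of the 319 larger changes. An unpaired test of each gene alone, with Benjamini-Hochberg correction, called 872 genes in place of 2590. The study's methods name an unpaired test for 2 groups, and its use on each gene of the arrays and the correction were added here. Median scaling called 1558 genes, with 53.2% of the larger changes higher in LTW against 43.9%, and the authors' table gave 100 larger changes.

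Of the 32 secretome genes 5 rose and 17 fell (adjusted over the list alone, 5 and 20; adjusted p = 7.98e-08, and adjusted p = 0.206 with an estimated correlation). Of 47 cell cycle genes 22 rose and none fell (adjusted over the list alone, 27 and 0), GINS2 by 1.39 ± 0.12 and MCM10 by 1.16 ± 0.19, with adjusted p = 1.06e-08, and adjusted p = 0.206 with an estimated correlation. Of 26 ATF4 and unfolded protein response genes none rose and 12 fell (adjusted over the list alone, 0 and 18), TRIB3 by 1.02 and CEBPB by 0.89 on the log2 scale, with adjusted p = 5.48e-07, and adjusted p = 0.168 with an estimated correlation.

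Interferon-stimulated genes fell as well, 14 of 37 with 2 rising (adjusted over the list alone, 15 and 3; adjusted p = 0.000459, and adjusted p = 0.206 with an estimated correlation), with IRF1 at -1.57 ± 0.35 and IFIT2 at -1.20 ± 0.14. Of 13 MHC class I genes 1 rose and 7 fell (adjusted over the list alone, 1 and 8; adjusted p = 0.00116, and adjusted p = 0.206 with an estimated correlation). HLA-B fell by 0.98, while CD274, which codes for the checkpoint ligand PD-L1, rose from 5.90 to 7.40. Of 14 lung metastasis genes 2 rose and 7 fell (adjusted over the list alone, 2 and 8; adjusted p = 0.00071, and adjusted p = 0.168 with an estimated correlation). Cholesterol genes (2 rose, 3 fell, adjusted p = 0.873) and epithelial markers (3 rose, 7 fell, adjusted p = 0.269) passed no list test. Of the 34 kinase genes 10 rose and 2 fell (adjusted over the list alone, 10 and 3), with PTK7 up by 0.96 and TYRO3 by 0.69, and AXL at 11.90 ± 0.23 in LTW did not pass the test (0.35, adjusted p = 0.0928).

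Of the 1238 genes with larger changes in SuR against P, 580 (46.8%) moved back towards P in LTW against SuR, and 1059 (85.5%) were still called in the same direction in LTW against P. Both held for 416 genes, 164 moved back and were no longer called, 643 were still called without a call back, 15 were neither, and 49 moved further from P. The median share of the SuR change that LTW kept was 0.693, with quartiles of 0.466 and 0.919. With M as the reference, a choice made after the data were seen, 530 of 750 genes (70.7%) moved back and the median share kept was 0.454. Of the larger changes in SuR against P, 126 higher and 270 lower genes were also larger changes in M against P. Counts against P therefore include differences already present without the drug. In 20 simulated sets in which LTW had the levels of SuR, no gene moved back and the median share was 0.978 to 0.986. In sets in which LTW had the levels of P, a median of 1344.5 of 1363 genes with larger changes moved back.

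The gene groups differed in these counts, although the difference between lists was not tested. Of 19 secretome genes with larger changes 17 moved back and the median share kept was 0.0837, and of 6 lung metastasis genes 5 moved back with a share of 0.101. Of 16 cell cycle genes 11 moved back with a share of 0.515, of 9 epithelial markers 5 with 0.698, of 7 interferon-stimulated genes 3 with 0.848, and of 7 cholesterol genes 1 with 0.912. The SuR-P and LTW-M differences, which share no arrays, correlated across genes at r = 0.359. In simulated groups that were all alike r was -0.036 to 0.016, and its median was 0.583 where LTW had the levels of SuR. The simulated arrays varied independently, whereas same-numbered arrays deviated together, at 0.278 to 0.405 between SuR and LTW and 0.125 to 0.227 between P and M. The simulated range near 0 is therefore not the range that these arrays would give without any change. By the authors' values, 255 of 436 genes (58.5%) moved back and 392 (89.9%) were still called, and with the corrected single-gene test 257 of 1217 (21.1%) moved back.

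**Figure D4:**
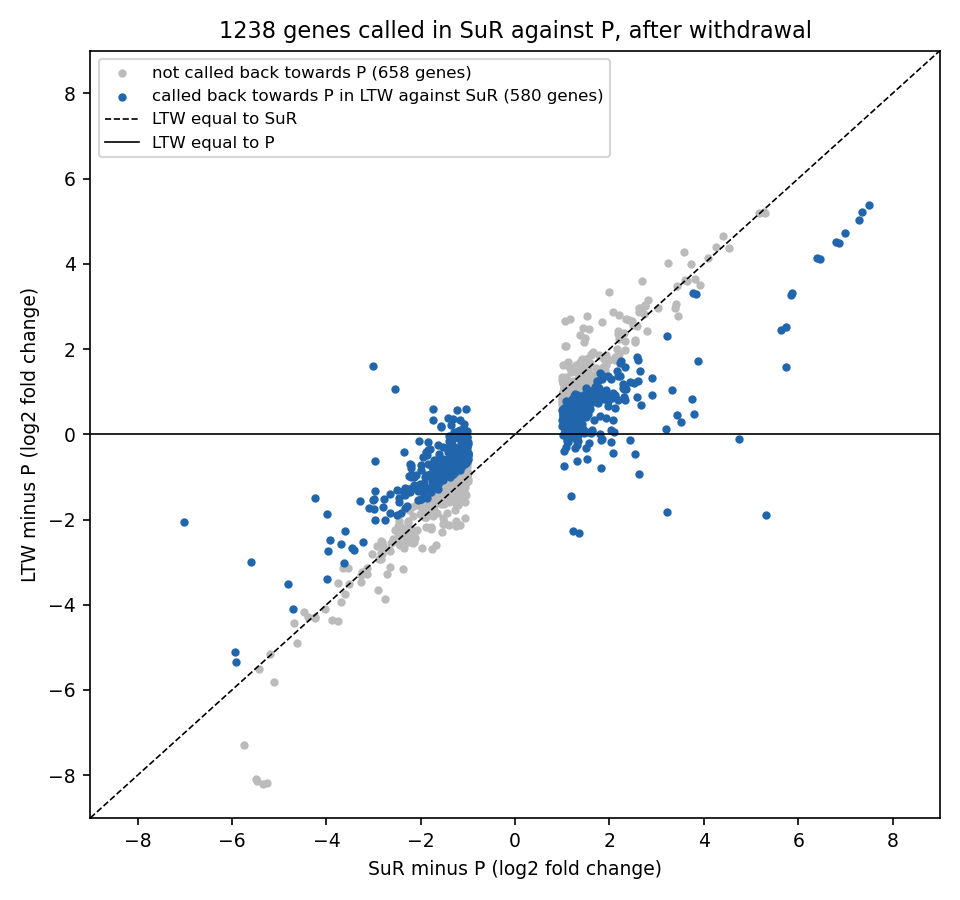
Log2 change in LTW against P (vertical) by log2 change in SuR against P (horizontal) for the 1238 genes with larger changes in SuR against P, with 580 genes called back towards P in blue and the other 658 in grey. The dashed line marks LTW equal to SuR and the horizontal line LTW equal to P, and most points lie between them.

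After withdrawal the resistant cells still differed from the reference. GAGE4 remained at least 25.8-fold (5.38 ± 0.11) and GAGE12G at least 23.9-fold higher in LTW than in P. BCHE, which codes for butyrylcholinesterase, was at least 22.4-fold higher, the actin-bundling gene LCP1 36.7-fold (12.95 against 7.75) and EPB41L3 36.3-fold. SPANXA2 (-8.19 ± 0.13, at least 232-fold), SPANXB2 (at least 226-fold), SPANXC (at least 94.2-fold), SPANXE (at least 31.3-fold) and ARMCX2 (at least 22.9-fold) were lower. BCHE (4.60), SPANXA2 (-8.45), SPANXB2 (-8.70), SPANXC (-7.40), SPANXE (-5.86) and ARMCX2 (-5.54) differed similarly in M against P, without the drug. LCP1 stood at 10.99 in M. GAGE4 and GAGE12G were above background on no M array. LTW was not tested against M. In all, 2509 genes were higher and 2233 lower in LTW than in P, with 369 and 425 larger changes. The groups did not overlap for 6135 genes (48.3%, where chance gives 10%).

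Cholesterol genes stayed lower in LTW than in P, 12 of 24 with none higher in both adjustments (adjusted p = 2.72e-05, and adjusted p = 0.0683 with an estimated correlation), TM7SF2 at -1.54 ± 0.12. Of 15 epithelial markers 1 rose and 10 fell in both adjustments (adjusted p = 2.72e-05, and adjusted p = 0.209 with an estimated correlation), KRT19 at -4.37 ± 0.13. Of 47 cell cycle genes 3 rose and 26 fell (adjusted over the list alone, 3 and 27; adjusted p = 2.72e-05, and adjusted p = 0.351 with an estimated correlation). Of 32 secretome genes 4 rose and 18 fell in both adjustments (adjusted p = 8.12e-05, and adjusted p = 0.346 with an estimated correlation), with CCL2 at -2.74 ± 0.15 and IL1B at -1.89 ± 0.33. Of 37 interferon-stimulated genes 7 rose and 14 fell (adjusted over the list alone, 7 and 15; adjusted p = 0.00941, and adjusted p = 0.351 with an estimated correlation).

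Oxidative phosphorylation genes rose in LTW against P, 13 of 29 with none lower in both adjustments (adjusted p = 0.00682, and adjusted p = 0.209 with an estimated correlation), COX7B by 0.82 ± 0.13. Of 9 genes in the sitravatinib target families none rose and 4 fell in both adjustments (adjusted p = 0.0489, and adjusted p = 0.209 with an estimated correlation), a call lost in 9 alternatives, with AXL at -0.86 ± 0.14. Without any single P replicate, or without LTW replicate 2 or 3, the adjusted p was 0.0504 to 0.0625, and with no detection filter it was 0.461. The median and mean change of the MHC class I genes were both 0.07, while their list test pointed down (adjusted p = 0.826). Of the 34 kinase genes 11 rose and 10 fell in both adjustments. YES1 rose by 1.35, JAK2 by 1.15 and EGFR by 1.22, and MST1R and ROR1 changed by -1.21 and -1.14. Much of the EGFR difference from P was also present in M, at 8.85 to 9.09. With median scaling the median change of the tested genes was 0.28, against 0.02 with quantile normalization. There were then 1143 larger changes, 75.6% of them higher in LTW against 46.5%, and the authors' table gave 271. The corrected single-gene test called 2795 genes in place of 4742.

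M against P compares the metastatic cells without drug to the reference. FERMT3, which codes for the blood cell integrin activator kindlin-3, stood at 9.70 in M and 4.47 in P, at least 23.2-fold higher (5.23 ± 0.12). HCLS1 was 29.5-fold, BCHE at least 14.7-fold, TAGLN3 at least 13.3-fold and OR2W1 at least 9.30-fold higher. SPANXB2 (-8.70 ± 0.11, at least 220-fold), SPANXA2 (at least 226-fold), SPANXC (at least 91.8-fold), SPANXE (at least 30.5-fold) and ARMCX2 (at least 22.3-fold) were lower, and FERMT3, SPANXB2 and the others named here had no overlap between groups. In all, 2160 genes were higher and 1932 lower, with 236 and 425 larger changes. Groups did not overlap for 5891 genes (46.4%, where chance gives 10%). The authors' table gave 200 larger changes, and median scaling and the corrected single-gene test called 2654 and 2565 genes in place of 4092.

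Of 15 epithelial markers none rose and 11 fell in M against P in both adjustments (adjusted p = 3.86e-08, and adjusted p = 0.164 with an estimated correlation), KRT7 at least 13.6-fold. Of 32 secretome genes 2 rose and 19 fell (adjusted over the list alone, 2 and 21; adjusted p = 5.11e-07, and adjusted p = 0.17 with an estimated correlation), CCL2 at least 16.1-fold. Interferon-stimulated genes fell, 18 of 37 with 2 higher in both adjustments (adjusted p = 2.62e-05), BST2 at -2.72 ± 0.13 and IFITM1 at -2.44 ± 0.18. Lung metastasis genes (2 rose, 6 fell of 14, adjusted p = 0.00473) and cholesterol genes (1 rose, 10 fell of 24, adjusted p = 0.00694) also passed, and these 3 lists each had adjusted p = 0.17 with an estimated correlation.

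Of 8 endothelial markers 5 rose and 1 fell in M against P (adjusted over the list alone, 5 and 2; adjusted p = 0.0408, and adjusted p = 0.17 with an estimated correlation), with the endothelial receptor gene TIE1 at least 9.27-fold and ENG 7.58-fold higher. This call was lost without M replicate 1 (adjusted p = 0.059) with no detection filter (adjusted p = 0.0525) and with limma's own background estimate (adjusted p = 0.0713). Cell cycle genes passed no list test (6 rose, 8 fell, adjusted p = 0.523). Of the 34 kinase genes 7 rose and 10 fell in both adjustments, with PDGFRB at -1.84 ± 0.19 and AXL at -0.69 (adjusted p = 0.00237).

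SuR against M compares resistant cells with drug-free cells labelled LM2-4. GAGE12G (7.35 ± 0.17, at least 93.5-fold), GAGE4 (at least 97.6-fold), GAGE12J (at least 69.4-fold), GAGE12C (at least 60.3-fold) and GAGE5 (at least 62.4-fold) rose. KISS1 fell from 12.12 to 5.49, 98.9-fold (-6.63 ± 0.14), and PTGR1 (11.8-fold), CCND2 (10.1-fold), AIF1L (10.7-fold, with detection passed on no SuR array) and TIE1 (at least 8.39-fold) fell as well. In all, 2072 genes were higher and 2279 lower, with 432 and 318 larger changes. With median scaling this balance turned, and most called genes were higher in SuR. Groups did not overlap for 5985 genes (47.2%, where chance gives 10%). With median scaling the median change of the tested genes was 0.16, against -0.01 with quantile normalization. There were then 837 larger changes, 78.7% of them higher in SuR against 57.6%, and the authors' table gave 248. The corrected single-gene test called 2734 genes in place of 4351.

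Secretome genes rose in SuR against M, 21 of 32 with 2 lower (adjusted over the list alone, 22 and 2; adjusted p = 1.23e-09, and adjusted p = 0.156 with an estimated correlation), IL1B 66.1-fold (6.05 ± 0.33) and CSF2 by 5.27 ± 0.23. Lung metastasis genes rose, 10 of 14 with none lower (adjusted over the list alone, 10 and 1; adjusted p = 5.65e-05, and adjusted p = 0.143 with an estimated correlation), MMP1 at least 10.6-fold. Of 37 interferon-stimulated genes 18 rose and 5 fell (adjusted over the list alone, 19 and 5; adjusted p = 0.000728), IFITM1 by 2.87 ± 0.18. Of 26 ATF4 and unfolded protein response genes 10 rose and 1 fell (adjusted over the list alone, 10 and 2; adjusted p = 0.00191), CEBPB by 1.33 ± 0.13. Both of these lists had adjusted p = 0.198 with an estimated correlation. Of 13 MHC class I genes 7 rose and 2 fell (adjusted over the list alone, 8 and 2; adjusted p = 0.00762, and adjusted p = 0.22 with an estimated correlation). Epithelial markers (7 rose, 4 fell of 15, adjusted p = 0.228) and cholesterol genes (2 rose, 11 fell of 24, adjusted p = 0.0618) passed no list test.

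Cell cycle genes fell in SuR against M, 38 of 47 with none higher in both adjustments (adjusted p = 1.74e-13, and adjusted p = 0.156 with an estimated correlation), with GINS2 at -2.54 ± 0.12 and the helicase subunit MCM2 at -1.85 ± 0.14. Of the 34 kinase genes 6 rose and 8 fell (adjusted over the list alone, 7 and 11), PTK6 by 1.17 and LMTK3 by 1.04, with PTK7 at -1.07 ± 0.11. AXL changed by -0.52 (adjusted p = 0.0114). This call was lost with median scaling (-0.36, adjusted p = 0.122), with the corrected single-gene test (adjusted p = 0.0714), and without M replicate 1 or SuR replicate 1 (adjusted p = 0.0515 and 0.0528).

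Comparisons with the same P arrays shared many larger changes. SuR against P and M against P shared 126 higher and 270 lower genes and 14 went opposite ways, where independent lists would share 10.7 and 22.1. SuR against P and LTW against P shared 233 higher and 326 lower genes with 7 opposite, and M against P and LTW against P shared 125 and 279 with 1 opposite. Across all genes the covariances of the changes in these pairs, in the order given, were 0.267, 0.380 and 0.283, against a median of 0.0149 for each pair in simulated groups that were all alike and shared the P arrays. P could not be divided into separate controls of at least 2 arrays each, so part of the shared counts can come from the common controls.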

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

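Limma's own background estimate, median scaling for the lists and leaving out the 3 arrays that deviate together (M replicate 2, SuR replicate 1, LTW replicate 1) were chosen after the data were seen. No called gene, list or share listed here changed sign, but the balance of larger changes turned with median scaling, from 46.6% to 70.7% higher in SuR against P, 43.9% to 53.2% in LTW against SuR and 46.5% to 75.6% in LTW against P. With detection on at least 6 arrays it was 50.3% in SuR against P and 53.8% in LTW against P, and with limma's own background 50.2% in SuR against P. Of all called genes in SuR against M, 75.7% were higher with median scaling, against 47.6%. Of 643 counts and shares 568 stayed within 1.5 times the value reported and 75 moved. Of 420 values of called lists 378 stayed past the threshold and 42 did not, and of 4392 values of named genes 4318 kept their side, 65 lost and 9 gained a call. Rules that choose among probes and a slide block were not run, since the table holds genes and the headers name no slide. The median signal of genes above background was 2.54 to 3.36 times the background mean, so changes shrink where background is not subtracted. For the other shifts the cause was not tested.

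Larger changes in SuR against P, LTW against SuR, LTW against P, M against P and SuR against M, in this order, numbered 436, 100, 271, 200 and 248 in both the authors' table and the series matrix. They were 441, 100, 274, 202 and 250 without background correction, 742, 177, 452, 383 and 406 with an offset of 50, and 452, 116, 244, 180 and 283 with limma's own background estimate. Of the larger changes reported, 1237 of 1238, 319 of 319, 792 of 794, 661 of 661 and 750 of 750 were still called in the authors' table. With replicate number as a block they numbered 1239, 319, 793, 661 and 751. Leaving out each replicate gave ranges of 1207 to 1312, 299 to 355, 759 to 886, 655 to 702 and 707 to 817.

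Called genes fell to 1558 in LTW against SuR and 2654 in M against P with median scaling. The corrected unpaired test of each gene alone called 872 in LTW against SuR, 2795 in LTW against P, 2565 in M against P and 2734 in SuR against M. Raised kinase genes in SuR against P numbered 9 with median scaling, 3 with detection on at least 6 arrays and 8 with the same test unadjusted, against 5. Genes back after withdrawal numbered 255 (58.5% of those with larger changes there) in the authors' table and the series matrix, 257 without background correction, 257 (21.1%) with the corrected single-gene test and 236 with limma's own background. Genes still called numbered 392 in both of the authors' tables, 397 without background correction, 659 with an offset of 50 and 363 with limma's own background.

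Lists called in SuR against P numbered 3, against 0 with an estimated correlation, 20 by fry, 7 in the authors' table, without background correction and without a detection filter, 6 with median scaling and with limma's own background, 5 without the 3 arrays that deviate together, 2 with replicate number as a block (adjusted p = 0.051 for the epithelial list), and 2 to 6 with each replicate left out (6 without SuR replicate 1 or SuR replicate 3). The other comparisons had 0 lists with an estimated correlation, and by fry 17 in LTW against SuR, 18 in LTW against P, 17 in M against P and 22 in SuR against M, where no filter gave 12. The sitravatinib target call in LTW against P was lost in 9 alternatives besides the estimated correlation (adjusted p from 0.0504 to 0.461). AXL in SuR against M had adjusted p = 0.122 with median scaling, 0.0714 with the corrected single-gene test, and 0.0515 and 0.0528 without M replicate 1 and SuR replicate 1.

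Same-numbered replicates deviated from their group means with correlations across genes of -0.284 to 0.426 (median 0.116), and 7 of 12 arrays correlated best with their own number. In SuR against P, LTW against P and SuR against M at least 1 pair was below 0.1, so numbers were not taken to pair these arrays. In LTW against SuR and M against P, where they were, the block, fitted over all 12 arrays, called 2752 genes against 2590 and 4184 against 4092. In these comparisons it changed no call of a list or named gene. The lowest correlation within a group was 0.989 in the authors' table, against 0.986. The median change of the tested genes with median scaling was 0.22, 0.06, 0.28, 0.06 and 0.16 in the order above, against 0.01, 0.01, 0.02, 0.03 and -0.01 with quantile normalization.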

Other observations

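The tests of mixtures and of leukocytes below and the count of SuR against M genes in LTW were chosen after the results were seen. In SuR against P, extracellular matrix genes went both ways, with 8 of 20 higher and 10 lower (adjusted p = 0.608 for the list). The collagen genes COL6A1 and COL7A1 rose by 2.29 ± 0.20 and 2.12 ± 0.17, while the crosslinking enzyme gene LOXL4 changed by -2.82 ± 0.22 and THBS1, which codes for thrombospondin-1, by -2.65 ± 0.21. Of 42 lysosome genes 9 rose and 9 fell (adjusted p = 0.639), among them the protease genes CTSF (2.74 ± 0.11) and CTSL1 (1.17 ± 0.11) and the membrane protein gene LAMP2 (1.02 ± 0.09). Of 8 ABC transporter genes 2 rose and 2 fell (adjusted p = 0.779), with the cholesterol exporters ABCA1 and ABCG1 up by 1.83 and 0.84 and ABCC4 and ABCC3 at -1.16 and -0.73. Oxidative phosphorylation genes rose in 13 of 29 cases with 1 lower (adjusted p = 0.0584), COX7B by 0.93 ± 0.13 and NDUFA1 by 0.65 ± 0.11.

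Of 31 hypoxia and glycolysis genes 10 rose and 7 fell in SuR against P (adjusted p = 0.779), with a median and mean change of -0.01 and a list test upward, PKM2 and HK2 at -1.34 and -1.19 and ALDOC at 1.15. Of 18 NRF2 antioxidant genes 6 rose and 4 fell (adjusted p = 0.608), GSR by 0.80 and NQO1 changing by -0.73. Of 23 immediate early genes 8 rose and 5 fell (adjusted p = 0.608), SPRY4 by 1.41 and IER3 by 1.30. Of 39 ribosomal protein genes 0 rose and 8 fell (adjusted p = 0.0848), RPL37 at -0.78, and of 12 heat shock genes 2 rose and 5 fell (adjusted p = 0.608), HSP90AA1 at -0.83. Adjusted over the list alone, the counts of the lists in this and the preceding paragraph were the same except for hypoxia (11 rose, 7 fell) and ribosomal genes (0 rose, 7 fell).

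The 10 splits of the 6 arrays of each comparison are too few for a share under 0.05. Only 1 split of each, the real one, gave as many larger changes: 1238, 319, 794, 661 and 750 in the order of the comparisons, against a highest other count of 0.

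LTW lay between SuR and M for many genes. Of 750 genes with larger changes in SuR against M, 530 (70.7%) moved back towards M in LTW, 305 of 432 raised and 225 of 318 lowered genes, and 10 moved further. If LTW were a mixture of M cells and SuR cells at their levels in the drug, each gene would keep the same linear share of the SuR difference. Yet the shares from the 10th to the 90th percentile spanned 0.910 (0.0256 to 0.936) with a median error of 0.0956. The span cannot exclude a mixture in which the SuR cells also changed once the drug was removed. Remaining P cells are argued against by 73 genes above background in P but not in SuR, whose median share of the P level in LTW was 0.0131 (error 0.0171). A change of the SuR cells themselves without the drug, or outgrowth of a subclone, may account for it; neither was tested.

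HLA class II genes were highest in P: CD74 stood at 9.55 ± 0.15 in P, 4.34 in M, 4.36 in SuR and 4.40 in LTW, HLA-DRA at 9.79 ± 0.30 in P and 6.03 to 6.19 in the other groups, and HLA-DPA1 at 8.66 ± 0.43 in P and 4.32 to 4.43 elsewhere. Over 6 such genes the median P-M difference was 3.28 (2.20 to 5.21). Leukocytes among the P cells would raise their other markers, yet over 20 markers the median P-M difference was -0.00214 (error 0.0210), and 13 were above background on no P array, PTPRC and LYZ among them at 4.36 and 4.48. Against this, CSF1R alone was above background on all P and no M arrays (5.89 against 4.79), and CD14 differed by 0.65 without passing detection on any P array. In SuR, CSF1R stood at 5.67 and CD14 at 6.16, so neither was high in P alone as HLA class II genes were. A line difference between P and the LM2-4 groups, which the conflicting labels of P leave open, may account for the HLA class II levels and was not tested.

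After removal of group means, 35.0% of the remaining variance lay on an axis along which M replicate 2, SuR replicate 1 and LTW replicate 1 stood together, at 0.44, 0.27 and 0.59. On the second such axis, 27 of 32 secretome genes and 8 of 47 cell cycle genes had positive loadings, and SuR replicate 3 stood at 0.55. No explanation was tested.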
